# Epidermal RORα Maintains Barrier Integrity and Prevents Allergic Inflammation by Regulating Late Differentiation and Lipid Metabolism

**DOI:** 10.3390/ijms251910698

**Published:** 2024-10-04

**Authors:** Xiangmei Hua, Maria K. Ficaro, Nicole L. Wallace, Jun Dai

**Keywords:** RORalpha, epidermal barrier, keratinocyte differentiation, lipid metabolism, contact dermatitis

## Abstract

The skin epidermis provides a barrier that is imperative for preventing transepidermal water loss (TEWL) and protecting against environmental stimuli. The underlying molecular mechanisms for regulating barrier functions and sustaining its integrity remain unclear. RORα is a nuclear receptor highly expressed in the epidermis of normal skin. Clinical studies showed that the epidermal RORα expression is significantly reduced in the lesions of multiple inflammatory skin diseases. In this study, we investigate the central roles of RORα in stabilizing skin barrier function using mice with an epidermis-specific *Rora* gene deletion (*Rora^EKO^*). While lacking spontaneous skin lesions or dermatitis, *Rora^EKO^* mice exhibited an elevated TEWL rate and skin characteristics of barrier dysfunction. Immunostaining and Western blot analysis revealed low levels of cornified envelope proteins in the *Rora^EKO^* epidermis, suggesting disturbed late epidermal differentiation. In addition, an RNA-seq analysis showed the altered expression of genes related to “keratinization” and “lipid metabolism” in RORα deficient epidermis. A lipidomic analysis further uncovered an aberrant ceramide composition in the *Rora^EKO^* epidermis. Importantly, epidermal *Rora* ablation greatly exaggerated percutaneous allergic inflammatory responses to oxazolone in an allergic contact dermatitis (ACD) mouse model. Our results substantiate the essence of epidermal RORα in maintaining late keratinocyte differentiation and normal barrier function while suppressing cutaneous inflammation.

## 1. Introduction

The skin epidermis is a vital barrier that averts water loss, maintains body temperatures, and shields against external assaults [1,2]. The disruption of skin barrier functions leads to diseases ranging from ichthyosis, a dry and scaly skin phenotype, to allergic diseases such as atopic dermatitis (AD) [3,4]. Therefore, establishing regulatory mechanisms for barrier integrity and maintenance is paramount for developing de novo therapeutics to combat pathological skin disorders.

Epidermal barrier function is primarily achieved at the outmost layer of the epidermis, called the stratum corneum (SC), composed of anuclear dead keratinocytes (corneocytes) and the surrounding lipid matrix. As the final product of keratinocyte terminal differentiation, each corneocyte contains a cornified envelope (CE) made up of cross-linked proteins and an externally linked lipid layer called the cornified lipid envelope (CLE) [5,6]. Appropriate protein and lipid components in the SC are acquired during the progression of keratinocyte differentiation. While the intermediate filaments keratin 5/14 (K5/14) and K1/10 are expressed in the proliferative basal layer and early differentiating spinous layers, respectively, key proteins with cross-linking activities, such as loricrin and filaggrin, are expressed in the granular layers during late differentiation [7]. At this stage, keratinocytes also produce unique skin lipids, including ultralong-chain (ULC) ω-acylceramides (CER_EOS), which are the precursors of ceramides bound to involucrin and loricrin in the CLE [1,8,9].

Normal skin barrier functions rely on a proper composition of proteins and lipids. Genetic studies show that loss-of-function mutations of *FLG*, the gene coding profilaggrin, are the primary cause of ichthyosis vulgaris and the predisposition factor for atopic dermatitis (AD) and other allergic diseases such as asthma and food allergies [10,11]. Recent lipidomic studies uncovered aberrant lipid profiles in AD skin lesions, such as a shift from long-chain to short-chain ceramide (CER) species or altered molar ratios among CER subclasses [12,13,14].

The progression of keratinocyte differentiation, which allows the stepwise acquisition of SC components, is tightly controlled by specific transcription factors (TFs), such as p63, Notch, AP-1, KLF4, DLX3 GATA3, EGR3, and OVOL1/2 [15,16,17,18,19,20,21,22]. The retinoic acid receptor-related orphan receptors (RORs: RORα, RORβ, and RORγ) are members of the nuclear receptor superfamily and serve as ligand-regulated transcription factors [23,24]. RORα functions are implicated in development, metabolism, immunity, and circadian rhythm [25,26]. Previous studies also showed the predominant expression of RORα in the skin epidermis in humans and mice [27,28]. In cultured human and mouse keratinocytes, RORα is a positive regulator of early and late differentiation [29,30]. Recent reports revealed that the epidermal RORα levels are significantly downregulated in clinical samples of several inflammatory skin diseases, including allergic contact dermatitis, lichen simplex chronicus, and sarcoidosis [31]. To address the significance of epidermal RORα, we recently generated a mouse strain with an epidermis-specific *Rora* deletion (*Rora^EKO^*), and we found that MC903-induced AD-like skin inflammation was greatly enhanced with an epidermal RORα deficiency [32]. In the current study, we wish to report the use of *Rora^EKO^* mice for characterizing the in vivo functions of RORα in regulating keratinocyte differentiation and epidermal barrier function.

## 2. Results

### 2.1. Rora^EKO^ Mice Display Elevated Transepidermal Water Loss and Aberrant Skin Phenotypes

Similar to the control littermates, postnatal P0 *Rora^EKO^* mice with an epidermis-specific *Rora* deletion were resistant to toluidine blue penetration (Figure 1A) and did not show weight loss (Figure 1B). Between P2 and P4, the two strains remained indistinguishable regarding gross appearance and body weight (Figure 1C). However, the dorsal skin of neonatal *Rora^EKO^* mice displayed a significantly higher rate of transepidermal water loss (TEWL) than that of control mice (Figure 1D), indicating a compromised barrier function. Adult *Rora^EKO^* mice did not show overt skin lesions or spontaneous dermatitis. However, a closer examination could distinguish adult *Rora^EKO^* mice from their sex-matched littermates based on (a) significantly smaller but thicker ears (Figure 1E,F), (b) rough and dry tail skin (Figure 1G), and (c) an elevated TEWL rate across the shaved back skin (Figure 1H). Interestingly, these subclinical skin phenotypes were also described in mutant mice with a filaggrin deficiency or *Flg/Hrnr* double deletions, implying that an epidermal RORα loss may reduce CE structural proteins [33,34,35].

### 2.2. Epidermal Rora Gene Deletion Decreases the Expression of Late Differentiation Markers

Previous studies showed that RORα is predominantly expressed in mouse skin’s epidermis, hair follicle, and sebaceous glands [28]. An RORα signal was also detected in the dermis of normal human skin [29,31]. Compared to the control littermates, P4 Rora^EKO^ mice displayed normal skin thickness in each compartment, i.e., the epidermis, dermis, and subcutaneous adipose tissue (Supplementary Figure S1). However, the upper epidermis of Rora^EKO^ skin exhibited less compact granular layers and a less defined basket weave-like structure in the SC, in contrast with the well-organized structures in control mice (Figure 2A, H&E). Consistently, the intensities of involucrin (IVL), loricrin (LOR), and filaggrin (FLG) proteins were markedly decreased in the upper epidermis of Rora^EKO^ skin compared to the control skin, despite the normal levels of K14 and Ki67 in the basal layer and K10 in suprabasal layers (Figure 2A). Western blot analysis validated the significant reduction in IVL, LOR, the active FLG monomer, as well as pro-FLG and processed FLG dimers (2F) and trimers (3F) in the Rora^EKO^ epidermis vs. the control (Figure 2B,C; Supplementary Figure S2A–D). These results underline RORα’s in vivo importance for late keratinocyte differentiation.

### 2.3. Epidermal RORα Deficiency Alters Gene Expression Profiles

To better understand the downstream gene network of epidermal RORα, we performed an RNA sequencing (RNA-seq) transcriptomic analysis using the dorsal skin epidermis of P4 *Rora^EKO^* and control mice (n = 4/genotype). 

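The deposited RNA-seq values cover 8 libraries of P4 dorsal epidermis, 4 labelled *Rora EKO* and 4 labelled control, each from a separate sample. The authors trimmed the read pairs, mapped them to GRCm39 with STAR and estimated the counts per gene with RSEM, and they deposited these expected counts for 55416 Ensembl genes without normalization. The counts summed to 26521975, 17711921, 19924298 and 26705533 in control replicates A1, B1, C1 and C6, and to 17286903, 22545443, 23014173 and 18876356 in *Rora EKO* replicates A3, B4, C2 and C3. The group medians were 23223136.5 for control and 20710899.5 for *Rora EKO*. For the values given here, the expected counts were rounded to whole numbers, 13147 genes passed the filterByExpr filter of edgeR, and TMM factors were used to scale counts to counts per 1000000 counts (CPM). Genotypes were compared with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over the genes tested, and the cutoffs were an adjusted p of 0.05 and a fold change of 1.5. The standard errors given with log2 fold changes were computed from the log2 CPM of the 4 libraries per genotype, with a prior count of 2. The paper's text names edgeR and a regularized logarithm transform but not which edgeR test was used.
The targeted gene was examined first. *Rora* (ENSMUSG00000032238) spans 68561068 to 69295528 on chromosome 9 of GRCm39. Its level was 212 ± 66.6 CPM (SD, n = 4) in the control libraries and 196 ± 34.6 CPM (SD, n = 4) in the libraries labelled *Rora EKO*, a log2 fold change of -0.11 (standard error 0.245, adjusted p = 0.877, edgeR quasi-likelihood test). The gene-level counts therefore did not separate the genotypes, and the counts do not resolve exons. The genotype of each library rests on its label. The libraries also differed in *Xist*, which was at 416 and 527 CPM in control replicates C1 and C6 and at 0.0546 CPM or less in the other 6 libraries. *Ddx3y* was between 15.7 and 24.1 CPM in those 6 libraries and at 0 CPM in control replicates C1 and C6.

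**Figure D1:**
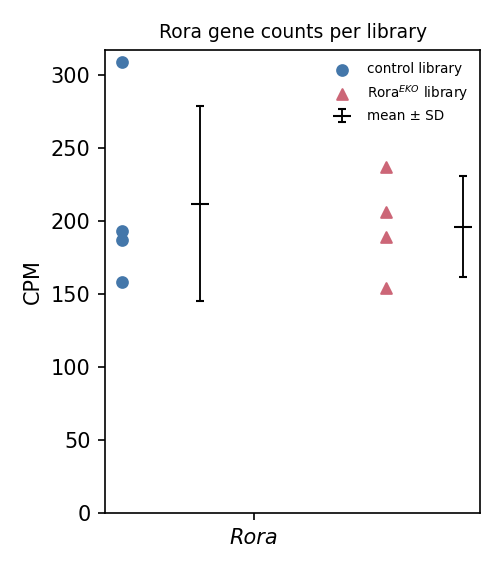
*Rora* level in CPM (vertical axis) in each control library (circles) and each library labelled *Rora EKO* (triangles), with the mean and SD of 4 libraries beside them. Control libraries lie between 158 and 309 CPM and the others between 154 and 237 CPM.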

Differentially expressed genes (DEGs) were analyzed by the edgeR package [36]. 

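With the quasi-likelihood test, 302 genes were higher and 423 genes were lower in the libraries labelled *Rora EKO* than in the control libraries. Of the 945 genes in Supplementary Table S1, 930 were matched to a tested gene, all 930 had the same direction as in the table, and 686 passed the cutoffs here. Among the other tests, the total of 725 genes moved most with DESeq2, to 1031, of which 478 were higher and 553 lower, and 713 of the 725 genes were among them. Without control replicate B1 the numbers were 174 and 283, and without *Rora EKO* replicate C3 they were 188 and 287. With the level of *Xist* as a covariate they were 182 and 290. The smallest adjusted p among the higher genes belonged to *Serpinb3c*, which rose from 4.53 ± 0.962 to 221 ± 28.4 CPM (SD, n = 4 each; log2 fold change 5.61, standard error 0.182, adjusted p = 2.55e-06, edgeR quasi-likelihood test). *Stfa2*, *Thbd*, *Sprr2a1* and *Sprr2a3* followed, with log2 fold changes of 2.60, 3.39, 2.97 and 2.67. *Serpinb3c* and the *Sprr2a* genes belong to families of closely related genes, so that their reads could be split between genes. Among the lower genes, *Ttc9* fell from 61.7 ± 15.3 to 4.55 ± 0.654 CPM (SD, n = 4 each; log2 fold change -3.76, standard error 0.206, adjusted p = 2.34e-05, edgeR quasi-likelihood test). *Gm48704* was at least 459-fold lower, since the libraries labelled *Rora EKO* held 3 counts or fewer of it. *Dexi* and *Nr1d1* had log2 fold changes of -1.52 and -4.06. These genes were chosen among those whose genotypes did not overlap, so that their lack of overlap is no further result. The genotypes did not overlap in 1701 genes, 12.9% of those tested, and chance gives 2.86%. Setting replicates A1, A3, B1 and B4 against the other libraries gave 1427 such genes, 10.9%, the most of any other split into 4 and 4. *Dexi* overlaps *Ciita* on the opposite strand.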

Using fold changes > 1.5 and an adjusted *p* value < 0.05 as cutoffs, we identified 406 significantly upregulated genes and 539 downregulated genes in the *Rora^EKO^* epidermis vs. the control (Figure 3A; Supplementary Table S1). 

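The 41 genes that Supplementary Table S3 lists under lipid metabolic process were all tested and all lower in the libraries labelled *Rora EKO*. Their log2 fold changes ran from -6.82 in *Acsm1* to -0.61 in *Plagl2*, with a median of -1.15. Of these, 31 passed the cutoffs over all genes tested (edgeR quasi-likelihood test), and 41 did when adjusted over the list alone. In 36 of the 41 genes the genotypes did not overlap. The 15 genes listed under fatty acid metabolic process had the same median of -1.15, and 11 of them passed the cutoffs over all genes tested and 15 adjusted over the list alone. The study drew both lists from genes it found lower in these libraries. The shared direction, the medians and the counts are therefore not independent evidence. *Acsm1* was at 6.31 ± 2.65 CPM (SD, n = 4) in the control libraries and at 3 counts or fewer in each library labelled *Rora EKO*, which makes it at least 41.1-fold lower. It overlaps 2 genes on the opposite strand, and the paper does not state whether strand was used in counting. *Alox12e* fell from 72 ± 16.3 to 9.39 ± 2.7 CPM (SD, n = 4 each). The GO enrichment itself was not repeated here.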

The Gene Ontology (GO) enrichment analysis of these genes using the DAVID 6.8 online tools reveals that *Rora^EKO^* downregulated genes were enriched in the GO terms of lipid and fatty acid metabolic processes (Figure 3B; Supplementary Tables S2 and S3). On the other hand, *Rora^EKO^* upregulated genes are strongly associated with the biological processes of keratinization, innate inflammatory response, positive regulation of interleukin-6 production, and negative regulation of endopeptidase activity (Figure 3B; Supplementary Tables S2 and S3).

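The genes that Supplementary Table S3 lists under each of these terms were higher in the libraries labelled *Rora EKO* without exception among those tested. Of 30 keratinization genes, 24 passed the cutoffs over all genes tested, with a median log2 fold change of 2.23. The count was 17 of 26 for innate immune responses, with a median of 1.39. For positive regulation of interleukin-6 production it was 5 of 10, with a median of 1.74, and *Tslp* was among them. *Tslp* was at 3 counts or fewer in every control library and at 1.26 ± 0.379 CPM (SD, n = 4) in those labelled *Rora EKO*, at least 9.48-fold higher. Among the 9 genes for negative regulation of endopeptidase activity, 8 passed the cutoffs and all 9 had genotypes that did not overlap, with a median of 2.05. *Fetub* rose in this group from 0.584 ± 0.311 to 52 ± 30 CPM (SD, n = 4 each; log2 fold change 6.41, standard error 0.649, adjusted p = 0.000492, edgeR quasi-likelihood test). When adjusted over the list alone, the counts were 30, 25, 10 and 9. The lists were drawn from genes the study found higher in these libraries. Their shared direction, medians and counts are therefore not independent evidence.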

Notably, three genes related to circadian rhythm were among the top 25 downregulated genes in the *Rora^EKO^* epidermis, including *Arntl* (Bmal1, Basic Helix-Loop-Helix ARNT Like 1) and *Npas2* (Neuronal PAS Domain Protein 2), which are known direct RORα targets, and *Nr1d1* (REV-ERBα), a competitive repressor of RORα activity (Figure 3A; Supplementary Table S1) [37,38,39]. 

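*Bmal1* (ENSMUSG00000055116, chromosome 7 of GRCm39 from 112806152 to 112914735), the current symbol of *Arntl*, fell from 17.6 ± 3.74 CPM in the control libraries to 3.32 ± 0.589 CPM in those labelled *Rora EKO* (SD, n = 4 each; log2 fold change -2.41, standard error 0.193, adjusted p = 0.000238, edgeR quasi-likelihood test). *Npas2* (ENSMUSG00000026077, chromosome 1 from 39232705 to 39402323) was at 3.66 ± 0.842 CPM in the control libraries. Each library labelled *Rora EKO* held 3 counts or fewer of *Npas2*, so that it was at least 23.9-fold lower (adjusted p = 0.000339, edgeR quasi-likelihood test). *Nr1d1* (ENSMUSG00000020889, chromosome 11 from 98658752 to 98666188) fell from 18.2 ± 4.87 to 1.1 ± 0.351 CPM (SD, n = 4 each; standard error of the log2 fold change 0.305, adjusted p = 0.000112, edgeR quasi-likelihood test). *Nr1d1* overlaps *Thra* on the opposite strand. In all 3 genes every library labelled *Rora EKO* was below every control library, and each gene passed the cutoffs in the 8 fits that each left out 1 library.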

An RT-PCR analysis validated the significant reduction in Arntl and *Nr1d1* mRNA levels in *Rora^EKO^* epidermis vs. control (Figure 3C), indicating that clock genes are common RORα targets among different tissues. The *Rora^EKO^* upregulated “keratinization” cluster consisted of several stress-response genes (*Krt16*, *Krt6a*, and *Krt6b*) and numerous genes in the epidermal differentiation complex (EDC), which is a dense cluster of over 60 genes located in human chromosome 1q21 and mouse chromosome 3q [40,41,42]. 

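*Krt16* (chromosome 11 of GRCm39 from 100136917 to 100139795) rose from 155 ± 44.7 CPM in the control libraries to 1520 ± 732 CPM in those labelled *Rora EKO* (SD, n = 4 each; log2 fold change 3.29, standard error 0.38, adjusted p = 0.000911, edgeR quasi-likelihood test). *Krt6b* (chromosome 15 from 101584458 to 101588722) rose from 5.58 ± 6.21 to 137 ± 147 CPM (SD, n = 4 each; log2 fold change 4.61, standard error 0.966, adjusted p = 0.0183, same test). *Rora EKO* replicate B4 was at 356 CPM of *Krt6b* while the other 3 were between 42.3 and 86 CPM, and the log2 fold change was 3.52 without it. *Krt6b* did not pass the cutoffs without control replicate B1 or C1, and its adjusted p ran from 1.23e-05 to 0.0676 over the 21 alternatives. *Krt6a* (chromosome 15 from 101598345 to 101602742) rose from 6.94 ± 3.25 to 43.5 ± 45 CPM (SD, n = 4 each; log2 fold change 2.64, standard error 0.722, adjusted p = 0.044, same test). It passed the cutoffs in 2 of the 8 fits that each left out 1 library, those without *Rora EKO* replicate A3 or B4, and under 12 of the 21 alternatives, with adjusted p from 0.000675 to 0.154. Its log2 fold change was 1.60 without replicate B4. *Krt6a* and *Krt6b* are paralogs, so that reads could be split between them.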

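*Rptn* (ENSMUSG00000041984, chromosome 3 of GRCm39 from 93301006 to 93306749) rose from 45.1 ± 14.4 CPM in the control libraries to 1050 ± 430 CPM in those labelled *Rora EKO* (SD, n = 4 each; log2 fold change 4.54, standard error 0.415, adjusted p = 0.000281, edgeR quasi-likelihood test). Of 19 tested *Lce* genes, 18 were higher and 16 passed the cutoffs, and 18 higher genes and 1 lower gene did when adjusted over the list alone. Their median log2 fold change was 1.41 (p = 4.85e-17 in the camera set test and 0.00244 with fry, and p = 0.0286 in a permutation over the 35 splits of the libraries, the smallest they can give). With A1, B4, C2 and C6 as 1 group, which holds 2 libraries of each genotype, the camera p of the *Lce* family was 6.33e-07. Camera p-values can therefore overstate the evidence. The paper names the *Lce* and *Sprr* families from these libraries, so their set tests are not independent evidence. *Lce3e* had the highest log2 fold change, 2.89, and *Lce1f* rose from 150 ± 17 to 734 ± 218 CPM (SD, n = 4 each). *Lce1e*, *Lce1f*, *Lce1k*, *Lce3c* and *Lce3e* passed the cutoffs under all 21 alternatives. Among the 8 fits that each left out 1 library, *Lce1c* and *Lce1g* passed in 4 and *Lce3f* in 5. With *Xist* as a covariate, *Lce1c*, *Lce1d*, *Lce1g* and *Lce3f* did not pass. *Lce1m*, the most abundant member in the control libraries, was lower, at 846 ± 129 against 425 ± 168 CPM (SD, n = 4 each; log2 fold change -0.99, adjusted p = 0.0578, edgeR quasi-likelihood test). The genotypes did not overlap for *Lce1m*. All 12 tested *Sprr* genes had a log2 fold change above 0, and 5 passed the cutoffs over all genes tested and 7 adjusted over the list alone. The median of the *Sprr* genes was 2.76 (camera, p = 6.86e-10; fry, p = 4.91e-05; permutation over the splits, p = 0.0286), and it was 1.88 without *Rora EKO* replicate B4. *Sprr2a2* rose from 237 ± 36.3 to 2060 ± 441 CPM (SD, n = 4 each), while the most abundant member in the control libraries, *Sprr1a*, had a log2 fold change of 0.01. *Sprr2a1* and *Sprr2a2* overlap in the annotation and, like the other *Lce* and *Sprr* genes, belong to families of paralogs, so that reads could be split between members.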

*Rora^EKO^* upregulated EDC genes included *Rnpn* (Repetin) and multiple members of the late cornified envelope (*Lce*) and the small proline-rich (*Sprr*) gene families (Figure 3C,D). In contrast, the transcription level of *Hrnr* (hornerin), an *FLG*-like EDC gene, was markedly reduced in the *Rora^EKO^* epidermis compared with control (Figure 3C,D). 

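*Hrnr* (ENSMUSG00000041991, chromosome 3 of GRCm39 from 93227056 to 93240877) was at 1280 ± 601 CPM in the control libraries and at 345 ± 132 CPM in those labelled *Rora EKO* (SD, n = 4 each; log2 fold change -1.90, standard error 0.467, adjusted p = 0.0211, edgeR quasi-likelihood test). All 4 libraries labelled *Rora EKO* were below all 4 control libraries. The gene did not pass the cutoffs without control replicate B1 or without *Rora EKO* replicate C2 or C3, or with *Xist* as a covariate. Over the 21 alternatives its adjusted p ran from 2.82e-05 to 0.104. An annotated gene on the opposite strand overlaps *Hrnr*.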

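*Flg* (chromosome 3 of GRCm39 from 93180830 to 93200993) was at 3530 ± 749 CPM in the control libraries and at 3570 ± 1030 CPM in those labelled *Rora EKO* (SD, n = 4 each), a log2 fold change of 0.01 (standard error 0.268, adjusted p = 0.99, edgeR quasi-likelihood test). The level of *Loricrin*, the current symbol of *Lor* (chromosome 3 from 91987578 to 91990449), was 4230 ± 411 against 3670 ± 801 CPM (SD, n = 4 each; log2 fold change -0.20, standard error 0.166, adjusted p = 0.709, same test). For *Ivl* (chromosome 3 from 92478209 to 92481042) the levels were 1120 ± 225 and 847 ± 113 CPM (SD, n = 4 each; log2 fold change -0.41, standard error 0.189, adjusted p = 0.318, same test). The genotypes overlapped in all 3 genes. For *Ivl* the overlap came from control replicate C1, at 784 CPM, while the other 3 control libraries lay from 1220 to 1250 CPM and the libraries labelled *Rora EKO* from 745 to 998 CPM. Without control replicate C1 the log2 fold change of *Ivl* was -0.54 (adjusted p = 0.149, edgeR quasi-likelihood test).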

Despite the considerable reduction in involucrin, loricrin, and filaggrin in the *Rora^EKO^* epidermis (Figure 2A–C), the RNA-seq and RT-PCR analysis failed to detect altered mRNA levels of these EDC genes (*Ivl*, *Lor*, and *Flg*) (Figure 3C). These results indicate that epidermal RORα is essential for coordinated gene expression on the EDC locus, the center of keratinocyte terminal differentiation [40].

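The EDC was taken as the region between *S100a1* and *S100a10*, from 90418340 to 93474510 on chromosome 3 of GRCm39, limits that were chosen after the values of its genes had been seen. It held 69 tested genes, of which 23 passed the cutoffs as higher and 1 as lower in the libraries labelled *Rora EKO*. This is 34.8% of the tested genes of the region, against 5.51% of all tested genes. Higher values, past the cutoffs or not, were found for 53 of the 69 genes and lower values for 16. The genes that passed the cutoffs as higher were *Rptn*, *Pglyrp3* and members of the *Lce* and *Sprr* families. The paper takes its results on EDC genes as a sign that epidermal RORα is needed for coordinated gene expression at this locus.

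**Figure D2:**
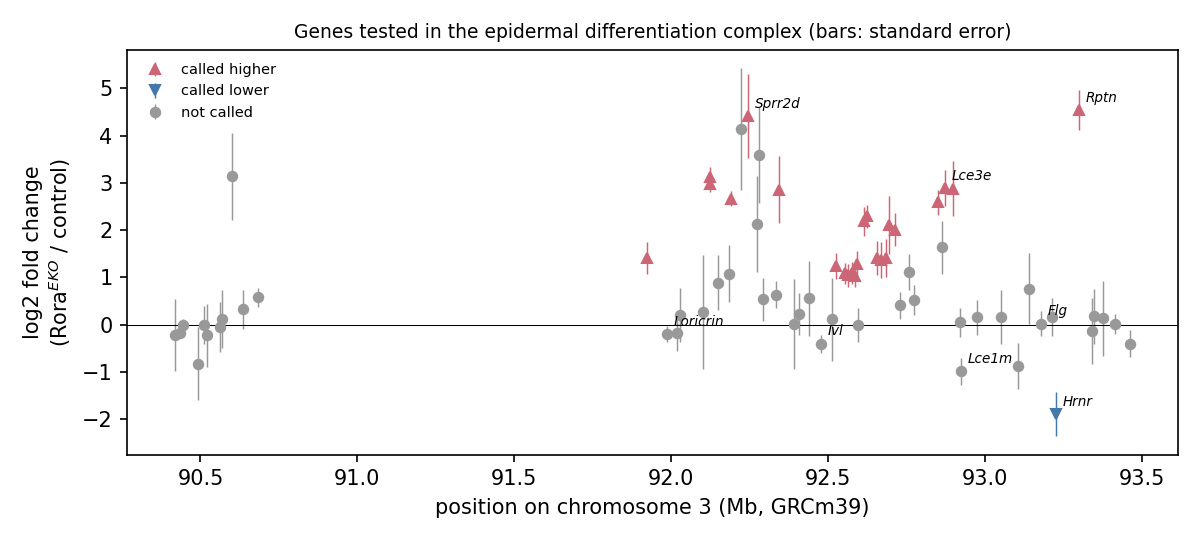
Log2 fold change of each of the 69 tested genes (vertical axis, bars are standard errors) by position on chromosome 3 in Mb (horizontal axis). Upward triangles are the 23 genes past the cutoffs as higher in the libraries labelled *Rora EKO*, the downward triangle is the 1 gene past them as lower, and circles are the others.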

Interestingly, the RNA-seq analysis also revealed a substantial reduction in Krt77, *Asah1*, *Cat, and Ggh* genes in the *Rora^EKO^* epidermis vs. control (Figure 3D, lower panel), which was further validated using an RT-PCR analysis (Figure 3C). 

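*Krt77* (chromosome 15 of GRCm39 from 101767166 to 101778245) fell from 449 ± 211 CPM in the control libraries to 126 ± 34.6 CPM in those labelled *Rora EKO* (SD, n = 4 each; log2 fold change -1.83, standard error 0.412, adjusted p = 0.0139, edgeR quasi-likelihood test). Without *Rora EKO* replicate C2 or with *Xist* as a covariate it did not pass the cutoffs, and its adjusted p ran from 1.09e-05 to 0.0574 over the 21 alternatives. *Cat* (chromosome 2 from 103284194 to 103316185) fell from 352 ± 109 to 94.1 ± 35.1 CPM (SD, n = 4 each; log2 fold change -1.90, standard error 0.409, adjusted p = 0.00908, same test) and passed the cutoffs under all 21 alternatives. *Ggh* (chromosome 4 from 20041973 to 20067213) fell from 244 ± 52.6 to 154 ± 16.4 CPM (SD, n = 4 each; log2 fold change -0.67, standard error 0.164, adjusted p = 0.0472, same test). Among the 8 fits that each left out 1 library, *Ggh* passed the cutoffs only without control replicate A1, and over the 21 alternatives its adjusted p ran from 0.00997 to 0.218, with 9 of them calling the gene. *Asah1* (chromosome 8 from 41792846 to 41827851) fell from 35 ± 11.6 to 18.4 ± 4.25 CPM (SD, n = 4 each; log2 fold change -0.93, standard error 0.275). Its adjusted p of 0.0564 in the quasi-likelihood test of edgeR was above the cutoff, and it ran from 0.00922 to 0.231 over the 21 alternatives, 8 of which called the gene. In all 4 genes every library labelled *Rora EKO* was below every control library.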

The products of these genes are among the nine signature proteins significantly decreased in the skin tape strip (STS) from patients carrying atopic dermatitis and food allergies compared to the healthy subjects [43]. Therefore, an epidermal *Rora* deficiency leads to a gene signature related to allergic diseases.

### 2.4. Epidermal Rora Gene Deletion Alters Ceramide Composition in the Epidermis

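Among the genes of ceramide metabolism in Figure 4B, *Plpp1* had the largest change, from 12.4 ± 1.09 CPM in the control libraries to 2.69 ± 0.804 CPM in those labelled *Rora EKO* (SD, n = 4 each; log2 fold change -2.21, standard error 0.245, adjusted p = 0.00062, edgeR quasi-likelihood test). *Acer2* fell from 24.7 ± 4.58 to 9.2 ± 0.984 CPM and *Cers5* from 14.7 ± 2.69 to 5.8 ± 0.689 CPM (SD, n = 4 each). Their log2 fold changes were -1.43 and -1.35, with adjusted p of 0.00104 and 0.00182 in the same test. *Plpp1*, *Acer2* and *Cers5* passed the cutoffs under all 21 alternatives. *Sgpl1* fell from 331 ± 70 to 167 ± 29.1 CPM (SD, n = 4 each; log2 fold change -0.98, adjusted p = 0.014, same test) and did so under 20 of the 21, with *Xist* as a covariate as the exception. The changes in *Acer3* and *Cers6* were closer to the cutoff, with log2 fold changes of -0.91 and -0.78 and adjusted p of 0.0312 and 0.0278 in the edgeR quasi-likelihood test. *Acer3* passed the cutoffs in 2 of the 8 fits that each left out 1 library, those without control replicate A1 or *Rora EKO* replicate C2, and *Cers6* only without control replicate A1. With *Xist* as a covariate neither did, and over the 21 alternatives the adjusted p ran from 0.00296 to 0.155 for *Acer3* and from 0.00408 to 0.145 for *Cers6*. *Asah1*, the seventh gene of the figure, did not pass the cutoffs. The genotypes overlapped for *Acer3* and did not overlap for the other 6 genes. *Plpp1*, *Sgpl1* and *Acer3* each overlap an annotated gene on the opposite strand.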

As revealed by the RNA-seq analysis, 41 out of the 409 significantly downregulated genes (*Rora^EKO^* vs. control) are related to the “lipid metabolic process” (Figure 3B and Figure 4A; Supplementary Table S3), with subclusters specifically related to fatty acid metabolism (Figure 4A, genes with **) and ceramide metabolism (Figure 4B). To evaluate the direct impact of RORα loss on epidermal lipid metabolism, we performed an LC-MS/MS lipidomic analysis. In this study, 678 and 465 lipid species were detected in the epidermis tissue of P4 mice by the negative and positive ion modes, respectively. There was no significant difference between *Rora^EKO^* and the control epidermis in terms of the total lipid amount (Figure 4C) or the abundance of each major lipid class, including ceramide (CER), sphingomyelin (SM), free fatty acids (FFAs), triglyceride (TG), and various phospholipids, i.e., phosphatidyl-ethanolamine, -choline; -serine, -inositol; -glycerol (PE, PC, PS, PI, PG) (Figure 4D).

Ceramides are the major lipids in the SC of normal skin, and each molecule comprises a sphingoid base and a fatty acid via an amide bond [44]. The combination of different structures in the two moieties leads to diverse CER subclasses with a wide range of carbon chain lengths. We found that the levels of the CER subclasses containing alpha-hydroxy FAs (A) were significantly higher in the *Rora^EKO^* epidermis compared to the control (Figure 4E). These included CER_AS, CER_ADS, and CER_AP, for which the alpha-hydroxylated FAs were coupled with sphingosine (S), dihydrosphingosine (DS), or phytosphingosine (P), respectively (Figure 4E). In contrast, no significant differences were observed with the non-hydroxy CERs [NS, NDS, NP], beta-hydroxy CERs (BS, BDS), hexosylceramides (HexCERs), and esterified omega-hydroxy FA (EOS) (Figure 4E). Beta-hydroxy CERs were only detected in the SC of mouse skin [45]. Importantly, within the CER_NS subclass containing a C18 sphingoid base (CER_N(C18)S), the percentages of CERs containing C18–C24 FAs were significantly increased in the *Rora^EKO^* epidermis vs. the controls. In contrast, C26 and C28 CERs’ percentages decreased (Figure 4F). In contrast, no significant change was observed with FFAs and triglyceride (TG) subspecies between the two genotypes (Supplementary Figure S3). These results underscore the importance of epidermal RORα for a balanced CER composition in mouse skin.

### 2.5. Oxazolone-Induced Percutaneous Inflammation Is Enhanced in Rora^EKO^ Mice

Adult *Rora^EKO^* mice displayed a higher rate of TEWL without an apparent sign of dermatitis compared with the control littermates (Figure 1E,H). To determine whether *Rora^EKO^* mice are more susceptible to percutaneous immune responses to external stimuli, we employed a contact hypersensitivity (CHS) mouse model widely used for studying molecular mechanisms of allergic contact dermatitis (ACD) [46]. ACD is a T-cell-mediated hypersensitivity reaction to a hapten and occurs in two sequential phases: percutaneous sensitization and elicitation [47]. In this model, mice were first sensitized on the shaved abdomen skin with a classical dose (3%) of oxazolone (Oxa). Five days later, the right ear was topically challenged with a threshold dose (0.3% *v*/*v*) of Oxa to initiate the elicitation phase, and the left ear was treated with vehicle (EtOH) as a control [33].

While EtOH did not affect ear thickness, the Oxa challenge induced ear swelling, peaking at 24 h in both types of mice (Figure 5A). As compared to the sex-matched control littermates, *Rora^EKO^* mice exhibited robust ear thickening (Figure 5A), apparent vasodilation in the ear skin (Figure 5B), and enhanced enlargement of ear-draining lymph nodes (Figure 5C), which are characteristics of exacerbated inflammation. Histologically, the Oxa-challenged ears of control mice showed a mild dermal expansion and an overall normal epidermis compared to EtOH-treated ears (Figure 5D). In contrast, Oxa-treated *Rora^EKO^* ear skin exhibited robust expansion and heavy immune infiltration at the dermis and epidermis (Figure 5D). Strikingly, the expanded epidermis of *Rora^EKO^* mice was occupied with fluid-containing large cysts, the clinical manifestations of spongiosis (intercellular edema) (Figure 5D, arrows). Immunostaining revealed an intensive epidermal induction of K6, along with the massive infiltration of CD11c+ dendritic cells, Gr1+ neutrophils, CD8+ T cells, and CD4+ cells in Oxa-challenged *Rora^EKO^* ear skin, a direct contrast with the minimal infiltration of respective cell types in control mice (Figure 5E; arrows indicate spongiotic sites). These results suggest that epidermal RORα loss can exacerbate cutaneous allergic responses by enhancing the local recruitment of both innate and adaptive immune cells.

## 3. Discussion

The present study has identified epidermal RORα as a central regulator required for normal barrier function in vivo. The epidermal RORα deficiency increased the TEWL rate at a steady state and exacerbated skin inflammation in the ACD mouse model. The compromised skin barrier function in *Rora^EKO^* mice could be attributed to the deficient expression of key CE proteins, aberrant ceramide profiles, and altered gene expression profiles. These findings substantiate the multiple functions of epidermal RORα in late differentiation and barrier maintenance.

### 3.1. In Vivo Role of RORα on Late Keratinocyte Differentiation

Previously, we found that siRNA-mediated *RORA* knockdown in human keratinocytes significantly reduced differentiation markers at all stages [29]. Here, the prominent defects in the *Rora^EKO^* epidermis appeared to concentrate at the upper epidermal compartment, based on the significant reduction in key CE proteins such as involucrin, loricrin, and filaggrin. Furthermore, the skin phenotypes of adult *Rora^EKO^* mice are reminiscent of mice with an *Flg* deficiency or *Flg*/*Hrnr* double deletions [33,34,35] (Figure 2B,C), providing additional evidence for the in vivo importance of RORα in CE protein expression and late differentiation.

The molecular mechanisms regarding how RORα drives the expression of key CE genes remain unknown to date. A recent study using mouse suprabasal keratinocytes reported that H3K27Ac bound DNA peaks, which correspond to active enhancer regions, are enriched for binding motifs of ROR, GRHL, KLF, and DLX [17]. In the same study, ROR binding motifs are also present in the DNA peaks bound by Dlx3, a well-known pro-differentiation transcription factor (TF) that directly binds to the regulatory regions of many EDC genes, such as *Hrnr*. These findings indicate that RORα may directly or indirectly drive the expression of CE proteins encoded by the EDC locus via its interaction with other TFs, such as Dlx3.

### 3.2. Role of Epidermal RORα in Regulating Ceramide Metabolism

Besides losing key CE proteins, the *Rora^EKO^* epidermis also displayed aberrant ceramide (CER) profiles featuring an increased abundance of alpha-hydroxy subclass (Figure 4E). Higher levels of CER_AS, CER_ADS, and CER_AP were found in keratinocytes from patients with psoriasis compared to the healthy controls [48]. However, it is unclear how elevated hydroxylated CERs could contribute to barrier dysfunction. Nevertheless, Emmert et al. reported that CER_AS and CER_ADS levels have a positive correlation with *staphylococcus aureus* colonization in AD skin lesions [49], indicating that epidermal RORα may have additional functions in maintaining balanced skin microbiome composition.

It is noteworthy that *Rora^EKO^* downregulated “ceramide metabolism” genes are mainly involved in the recycle and salvage pathways in sphingolipid metabolism (Figure 4B) [50]. Among these genes, *Asah1*-encoded acid ceramidase (AC) and *Acer2* and *Acer3*-encoded alkaline ceramidases-2 and -3 are responsible for breaking CERs into sphingosine and fatty acid, whereas *Cers5* and *Cers6* encoded CER synthases catalyze the reverse reaction [51,52,53]. In human keratinocytes, a knockdown of *ASAH1* attenuates Ca^2+^-induced keratin 1 and involucrin expression. The blocked differentiation in *Asah1* deficient cells could be due to the reduction in sphingosine and sphingosine-1-phosphate, which are the signaling molecules promoting growth arrest and differentiation [54,55]. Future studies will investigate how a reduced expression of *Asah1* and other genes in this pathway may contribute to the defective differentiation program or aberrant CER profiles, especially the accumulation of hydroxy CERs in RORα deficient epidermis.

In addition to elevated alpha-hydroxy CERs, the *Rora^EKO^* epidermis showed increased percentages of shorter-chain and decreased long-chain species within the CER_NS subclass (Figure 4F). Interestingly, similar alternations were also observed in the stratum corneum of AD lesions in both human and IL-13 transgenic mice compared to the healthy controls. At the molecular level, such changes are associated with the decreased expression levels of the very long chain FA elongases, ELOVL3 and ELOVL6 [56]. In the current study, an RNA-seq analysis did not reveal a significant change in *Elovl* genes in the *Rora^EKO^* epidermis vs. the control. Moreover, the shift of the acyl chain lengths was not observed with other lipid classes such as free FAs (FFAs) or triglycerides (TGs) (Supplementary Figure S3).

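Of 7 *Elovl* genes, 6 were tested and 0 passed the cutoffs, while 1 of them, *Elovl1*, had an unadjusted p below 0.05. The median log2 fold change was -0.03 (camera, p = 0.836; fry, p = 0.631; permutation over the 35 splits of the libraries, p = 0.971). The sign of this median changed in 4 of the 8 fits that each left out 1 library. *Elovl3* was at 34.8 ± 42.1 CPM in the control libraries and 17.3 ± 10.7 CPM in those labelled *Rora EKO* (SD, n = 4 each; log2 fold change -1.01, standard error 1.06, adjusted p = 0.599, edgeR quasi-likelihood test). Control replicate A1 alone was at 97.9 CPM of *Elovl3*, and without it the log2 fold change was 0.32. *Elovl6* was at 137 ± 13.4 and 130 ± 20.3 CPM (SD, n = 4 each; log2 fold change -0.07, standard error 0.131, adjusted p = 0.875, same test). *Elovl4* and *Elovl1* were the most abundant members, with log2 fold changes of 0.07 and -0.56.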

The lack of profound change in FFA and TG species in the *Rora^EKO^* epidermis is likely due to the functional redundancy between RORα and RORγ isoforms, which has been demonstrated in other tissues. In mouse liver, the significant changes in most lipid metabolism-related genes, including *Elovl3*, were only detected when both isoforms were depleted [57,58]. It is plausible that RORα and RORγ may also have functional redundancy in regulating certain gene subsets in the epidermis, leading to transient and mild phenotypes with a *Rora* single deletion.

### 3.3. Role of Epidermal RORα in Preventing Skin Inflammation

Like filaggrin-deficient mice [33,59,60], *Rora^EKO^* mice exhibited enhanced cutaneous responses at a threshold Oxa-elicitation concentration in the CHS mouse model (Figure 5). This finding confirmed the barrier impairment of *Rora^EKO^* skin at the functional level. Accordingly, we expect that the major epidermal RORα reduction in skin lesions of diverse inflammatory skin diseases can amplify contact allergy and accelerate disease progression [31]. Epidermal RORα loss may also represent a strong risk factor for chronic allergic inflammatory diseases such as AD. First, such loss downregulated key CE proteins like filaggrin, loricrin, and involucrin, typically decreased in AD lesions due to gene mutations or suppression by Th2 cytokines [10,61,62]. Second, four out of nine signature proteins downregulated in patients with AD and food allergies (i.e., *Krt77*, *Asah1*, *Ggh*, *Cat*) were significantly decreased in the *Rora^EKO^* epidermis vs. the control (Figure 3C,D), indicating RORα could be critical for maintaining the expression levels of these important genes [43]. 

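Among the 21 matched genes that Supplementary Table S3 lists under inflammatory responses, all 21 were higher in the libraries labelled *Rora EKO* and 12 passed the cutoffs over all genes tested. The median log2 fold change was 1.67. The study drew this list from genes it found higher in these libraries. The shared direction, the median and the count are therefore not independent evidence. *Tlr2* rose from 3.88 ± 1.07 to 13.6 ± 4.3 CPM (SD, n = 4 each; log2 fold change 1.81, standard error 0.316, adjusted p = 0.00533, edgeR quasi-likelihood test). *Il36b* rose from 58.9 ± 16.4 to 144 ± 35 CPM (SD, n = 4 each), a log2 fold change of 1.28. *Il33*, which the table lists under cytokine production and not among these 21 genes, had a log2 fold change of 3.96 (standard error 1.02, adjusted p = 0.035, same test), but it was 2.71 without *Rora EKO* replicate B4, and the gene passed the cutoffs in 1 of the 8 fits that each left out 1 library, the fit without *Rora EKO* replicate A3. Its genotypes overlapped. Over 20 alternatives the adjusted p of *Il33* ran from 1.71e-05 to 0.171. The differences in *Il1a*, *S100a9* and *Il1b* did not pass the cutoffs (adjusted p = 0.0557, 0.061 and 0.0696, edgeR quasi-likelihood test). Their log2 fold changes were 1.18, 3.14 and 2.37. *Il1a* and *S100a9* are among the 21, while *Il1b* is not and is listed under cytokine production. Without *Rora EKO* replicate B4 the log2 fold change was 1.72 for *S100a9* and 0.83 for *Il1a*. Replicate B4 was at 60.9 CPM of *S100a9*, and the other libraries labelled *Rora EKO* lay between 3.78 and 10.6 CPM.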

At the same time, the RORα deficiency upregulated multiple gene clusters related to inflammatory responses (Figure 3B; Supplementary Tables S2 and S3). Therefore, epidermal RORα may have dual actions in preventing skin inflammation by maintaining barrier integrity and suppressing the innate immune response of keratinocytes.

Lastly, an examination of gene expression profiles reveals overlapping and unique targets between RORα and other transcription factors with similar functions. For instance, the upregulated “keratinization” genes (e.g., *Krt6*, *Krt16*, *Sprr2d*, *Sprr2h*) shown in *Rora^EKO^* epidermis (Figure 3C,D) are also increased in mutant mice lacking *Gata3*, *Klf4*, or *ZFP750*, the mouse homolog of human *ZNF750* [20,21,63]. 

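*Sprr2d* rose from 1.27 ± 0.236 CPM in the control libraries to 27.4 ± 39.6 CPM in those labelled *Rora EKO* (SD, n = 4 each; log2 fold change 4.42, standard error 0.884, adjusted p = 0.0228, edgeR quasi-likelihood test). *Rora EKO* replicate B4 was at 86.8 CPM and the other 3 libraries labelled *Rora EKO* were between 6.54 and 8.38 CPM, and without replicate B4 the log2 fold change was 2.58. *Sprr2d* did not pass the cutoffs without control replicate B1, C1 or C6 or with *Xist* as a covariate, and its adjusted p ran from 1.32e-05 to 0.121 over 20 alternatives. *Sprr2h* was at 62.2 ± 23.8 and 90.1 ± 34.2 CPM (SD, n = 4 each; log2 fold change 0.53, standard error 0.451, adjusted p = 0.5, same test), and the genotypes overlapped. Reads could be split between the *Sprr2* paralogs.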

The upregulation of these genes likely reflects a compensatory response to barrier dysfunction, the common feature among these mutants [20,21,63]. Meanwhile, although both *Rora^EKO^* and *ZEP750^−/−^* epidermis exhibited a downregulation of many genes related to lipid metabolism, only a few overlapping genes were found between the two groups (Figure 4A) [63]. Similarly, while an epidermal RORα deficiency downregulated *Asah1*, *Acer2,* and *Acer3* genes, loss of COUP-TF interacting protein 2 (Ctip2) caused a great reduction in *Asah2* and *Acer1* [64]. These findings imply that RORα and other TFs may coordinate to regulate different subsets of genes in promoting terminal differentiation.

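In the same libraries *Acer1* was at 314 ± 36.7 CPM in control and 297 ± 10.7 CPM in those labelled *Rora EKO* (SD, n = 4 each; log2 fold change -0.08, standard error 0.0903, adjusted p = 0.838, edgeR quasi-likelihood test). *Asah2* was at 120 ± 50.8 and 74.8 ± 20.9 CPM (SD, n = 4 each; log2 fold change -0.68, standard error 0.395, adjusted p = 0.3, same test). The genotypes overlapped in both genes. *Acer1* passed the cutoffs under 0 of the 21 alternatives and *Asah2* under 1. That was the fit with the first letter of the sample title as a block (adjusted p = 0.0344, edgeR quasi-likelihood test).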

In conclusion, we have demonstrated that epidermal RORα maintains normal barrier integrity and prevents inflammation by regulating CE structural proteins and lipid composition. A major limitation of the current study is that the molecular mechanisms underlying epidermal RORα’s functions remain unknown. Additionally, although RNA-seq analysis revealed numerous genes and pathways altered by epidermal RORα loss, the functional relevance of these changes is still missing. Future studies will employ a Chromatin Immunoprecipitation (ChIP) analysis to identify the direct and indirect targets of RORα in keratinocytes and identify its network in orchestrating the terminal differentiation process. In vitro and in vivo studies are needed to uncover the specific roles of RORα target genes in skin barrier function and skin inflammation, focusing on the genes related to pathological conditions. Furthermore, given the marked reduction in numerous clock genes in the *Rora^EKO^* epidermis (Figure 3A,C), it is imperative to understand the role of epidermal RORα in regulating circadian rhythms of barrier function and keratinocyte innate immunity. 

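Of a fixed list of 18 clock genes, 17 were tested, and 5 passed the cutoffs, all as lower in the libraries labelled *Rora EKO*. Beside *Bmal1*, *Npas2* and *Nr1d1*, these were *Dbp*, which fell from 5.05 ± 0.831 to 0.563 ± 0.23 CPM (SD, n = 4 each; log2 fold change -3.17, standard error 0.296, adjusted p = 0.000597, edgeR quasi-likelihood test), and *Nr1d2*, which fell from 8.85 ± 1.98 to 2.96 ± 0.322 CPM (SD, n = 4 each; log2 fold change -1.57, standard error 0.172, adjusted p = 0.00173, same test). When adjusted over the list alone, 7 genes passed as lower and 2 as higher. The median of the 17 genes was -0.63 (p = 7.97e-05 with camera, 0.000157 with fry, and 0.0286 in a permutation over the 35 splits of the libraries). The list includes *Bmal1*, *Npas2* and *Nr1d1*, which the paper named from these libraries. Its set tests are therefore not independent evidence. *Dbp* overlaps *Sphk2* on the opposite strand. *Clock* did not pass the cutoffs (log2 fold change -1.21, adjusted p = 0.0564, edgeR quasi-likelihood test). *Per1*, *Cry1* and *Cry2* had log2 fold changes of 0.05, 0.24 and 0.06, within the spread between replicates, and *Per2* one of 0.87 at 0.659 ± 0.165 CPM in the control libraries (SD, n = 4).

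**Figure D3:**
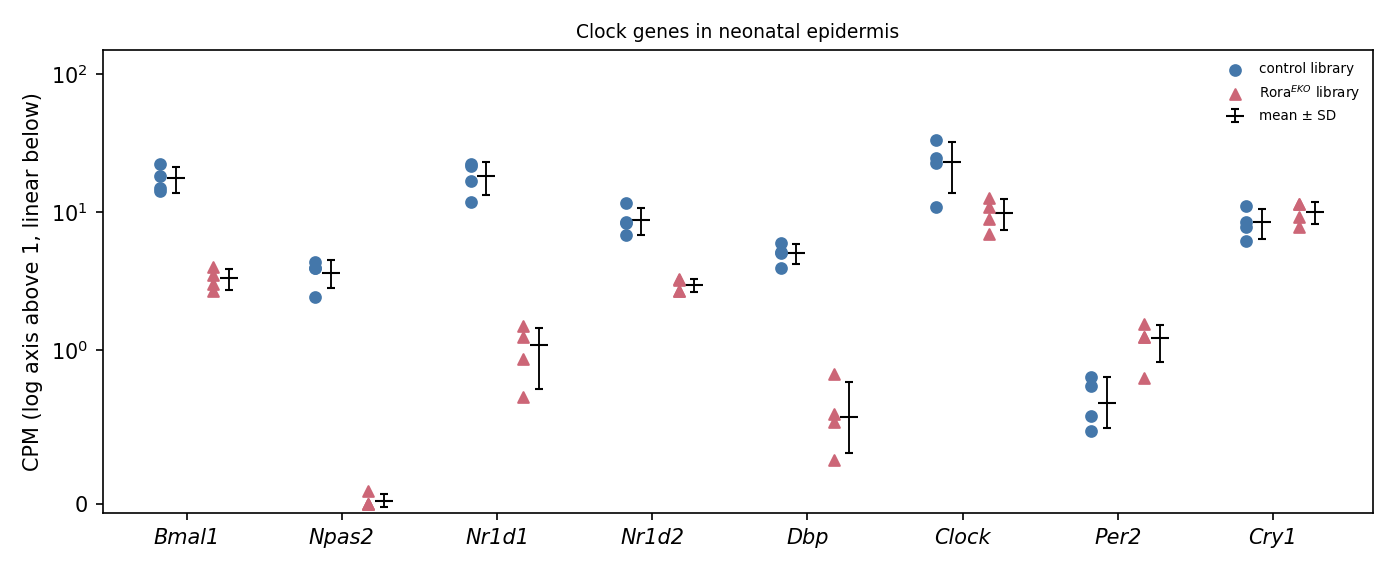
Level of 8 clock genes in CPM (vertical axis, logarithmic above 1 and linear below) in each control library (circles) and each library labelled *Rora EKO* (triangles), with the mean and SD of 4 libraries beside them. *Bmal1*, *Npas2*, *Nr1d1*, *Nr1d2* and *Dbp* are lower in every library labelled *Rora EKO* than in every control library, and *Cry1* overlaps.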

Importantly, these findings ascertain the beneficial potentials of RORα-selective agonists in restoring epidermal structural components and barrier functions for treating AD and other inflammatory skin diseases [65,66].

## 4. Materials and Methods

### 4.1. Mice

All animal studies were conducted under approved protocols from the Institutional Animal Care and Use Committee at the University of Wisconsin-Madison. As previously described [32], mice with an epidermis-specific Rora deletion (*Rora^EKO^*) were established by crossing the *Rora^flox/flox^* strain with the *K14-Cre* strain (B6N.Cg-Tg(KRT14-cre), (The Jackson Laboratory, Bar Harbor, ME, USA).

### 4.2. Dye Penetration Assay

As previously described [67], P0 mice were sacrificed and rinsed in PBS, followed by dehydration with 25%, 50%, 75%, and 100% of methanol/PBS. After rehydration with the same methanol solution series in the reverse order, mice were rinsed with PBS, immersed in 0.1% of toluidine blue/PBS for 10 min, and washed with PBS. Images were captured with a Nikon digital camera.

### 4.3. Body Weight Loss Assay

The body weight of P0 mice was monitored every 30 min or 1 h at room temperature over 6 h.

### 4.4. Measurement of Transepidermal Water Loss (TEWL)

The dorsal skin of 8–10-week mice was shaved two days before the measurements. TEWL rates were measured on the shaved dorsal skin of adult mice or unshaved skin of P4 pups with the Tewameter TM Hex probe (Courage and Khazaka Electronic GmbH, Cologne, Germany), according to the manufacturer’s instructions.

### 4.5. Measurement of Ear Size and Ear Thickness

The ear thickness of adult mice was measured with a digital caliper (Mitutoyo Corp., Tokyo, Japan). After excision, the ear size was measured using ImageJ software (National Institute of Health).

### 4.6. Oxazolone-Induced Contact Hypersensitivity (CHS): Acute Contact Dermatitis (ACD) Model

On day 0, mice of 8–10 weeks were shaved on the abdomen. The mice were then sensitized by an epicutaneous application with 100 µL of 3% oxazolone or Oxa (4-ethoxymethylene-2-phenyl-2-oxazolin-5-one from Sigma-Aldrich, Saint Louis, MO, USA) in ethanol onto 2 cm^2^ of the shaved skin. On day 5, the right ear skin was challenged by a topical application of a non-irritant dose of oxazolone (0.3%, 10 µL on each side), whereas the left ear received the same volume of vehicle. Ear thickness was measured with a digital caliper (Mitutoyo Corp., Tokyo, Japan) before (0 h) and at different time points after the challenge. Mice were euthanized at 24 h or 96 h post elicitation to collect ear tissues for a histological analysis. Ear-draining lymph nodes (dLNs) were dissected, and the size of dLNs was quantified by the ImageJ software.

### 4.7. Histological and Immunofluorescence Analysis

Frozen sections (10 μm) of back skin or ear samples were fixed with 10% formalin for Hematoxylin & Eosin Y (H&E) staining (Electron Microscopy Sciences, Hatfield, PA, USA) using standard protocols. For immunostaining, frozen sections (10 μm) were fixed with 4% paraformaldehyde/PBS and permeabilized with 0.1% NP-40/PBS for 15 min before overnight incubation with primary antibodies at 4 °C. Slides were then incubated with Alexa 488- or Alexa 594-conjugated secondary antibodies (Invitrogen-Thermo Fisher Scientific, Waltham, MA, USA). Hoechst 33342 (Pierce Biotechnology-Thermo Fisher Scientific) was used for DNA detection. H&E and fluorescence images were acquired with the Lionheart FX microscope (Biotek, Winooski, VT, USA). A list of primary antibodies for immunostaining is provided in Supplementary Materials and Methods.

### 4.8. Isolation of Epidermis from Mouse Back Skin

The back skin of P4 pups was subjected to a 30-sec heat treatment in PBS preheated to 60 °C, followed by a 1 min cooling in ice-cold PBS. The epidermis was peeled from the dermis. After snap-freeze in liquid nitrogen, the frozen epidermis was stored at –80 °C for RNA isolation, protein extraction, or lipid extraction.

### 4.9. Western Blot Analysis

The separated epidermis was dissociated with a homogenizer (Fisherbrand Bead Mill 4, Fisher Scientific, Hanover Park, IL, USA) in the protein lysis buffer containing 4% SDS, 10% 2-mercaptoethanol, 20% glycerol, and 0.125 M Tris-HCl. Protein concentration was determined by a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Proteins were separated by SDS-polyacrylamide gel electrophoresis and transferred onto the 0.45-μm polyvinylidene difluoride membrane (Thermo Fisher Scientific). After blocking with 5% non-fat milk, membranes were incubated with the specific antibodies overnight at 4 °C, followed by incubation with the horseradish peroxidase (HRP)-conjugated secondary antibodies (Jackson ImmunoResearch Laboratories). Membranes were incubated with the ECL Western blotting substrate (Pierce Biotechnology-Thermo Fisher Scientific). Chemiluminescent images were acquired with the iBright CL1000 (Invitrogen-Thermo Fisher Scientific, Pittsburgh, PA). The ImageJ software was used to quantify the relative protein expression levels. A list of primary antibodies for Western blotting is provided in Supplementary Materials and Methods.

### 4.10. RNA Transcriptomics and Gene Set Enrichment Analysis

The epidermis tissue from P4 mice was minced and homogenized in RLT buffer, using a Bead Mill 4 (Fisher Scientific, Hanover Park, IL, USA). Total RNA was isolated with the RNeasy mini kit (Qiagen, Germantown, MD, USA). We used the University of Wisconsin-Madison Biotechnology Center’s Gene Expression Center Core Facility (research resource identifier [RRID]: SCR_017759) for RNA quality control, preparation of TruSeq Stranded mRNA library (for polyA enrichment), and RNA sequencing using the Illumina NovaSeq 6000 platform. Raw sequencing data were converted with Illumina bcl2fastq v2.20.0.422; read trimming was conducted with Skewer v0.2.2b [68]. The trimmed paired-end reads were mapped to the Mus musculus reference genome (GRCm39) using STAR v2.5.3a software [69]. Mapped paired-end read estimates were counted in each sample using RSEM v1.2.31 [70]. Differential expression estimations (DEGs) were determined with a regularized logarithm transform using the edgeR package v3.28.0 [36]. Hierarchical clustering and heatmaps were generated with the SRplot free online tool [71]. DEGs with change >1.5-fold and a Benjamani–Hochberg adjusted *p* < 0.05 were used as cutoffs for the gene ontology analysis using the DAVID 6.8 online tools [72].

### 4.11. Quantitative Real-Time (RT)-PCR

Total RNA isolated from the epidermis, as described in Section 4.10., was reverse-transcribed with the High-Capacity cDNA RT Kit (Applied Biosystems-Thermo Fisher Scientific, Foster City, CA, USA). PCR reactions were performed with PowerSYBR Green PCR Master Mix using a QuantStudio3 Real-Time PCR system (Applied Biosystems-Thermo Fisher Scientific). The expression levels of target genes were calculated using the comparative method for relative quantification (2^−ΔΔ^ cycle threshold) and normalized to 18S rRNA. Each sample was tested in duplicates. Primer sequences for the RT-PCR analysis are listed in Supplementary Materials and Methods.

### 4.12. Lipid Analysis

The lipid extraction protocol is extensively based on Matyash’s method [73]. The weighted epidermis tissue was mixed with 250 µL of phosphate-buffered saline (PBS), 10 µL of internal standard mix, and 215 µL of methanol in bead-beating tubes and then subjected to 4 cycles of homogenization with TissueLyzer II (Qiagen). Samples were homogenized for 2 more cycles after mixing with 750 µL of MTBE (methyl tert-butyl ether). After centrifugation, the upper MTBE phase was lyophilized and reconstituted in isopropyl alcohol (IPA). For data acquisition, lipid samples in IPA were analyzed using UHPLC/MS and UHPLC/MS/MS in negative and positive ion modes. The assignment of lipid identities to mass and retention time signal pairs was conducted using Lipid Annotator (Agilent, Santa Clara, CA, USA) [74] and the LC/MS/MS data. Additional details for lipid analysis can be found in Supplementary Materials and Methods.

### 4.13. Statistical Analysis

All statistical evaluations used Prism 10.3.1 (GraphPad La Jolla, CA, USA). An unpaired Student’s *t*-test was used to compare the statistical difference between the two groups. A one-way ANOVA or two-way ANOVA analyzed the statistical differences between multiple groups, and *p* values < 0.05 were considered significant.

## Figures and Tables

**Figure 1:**
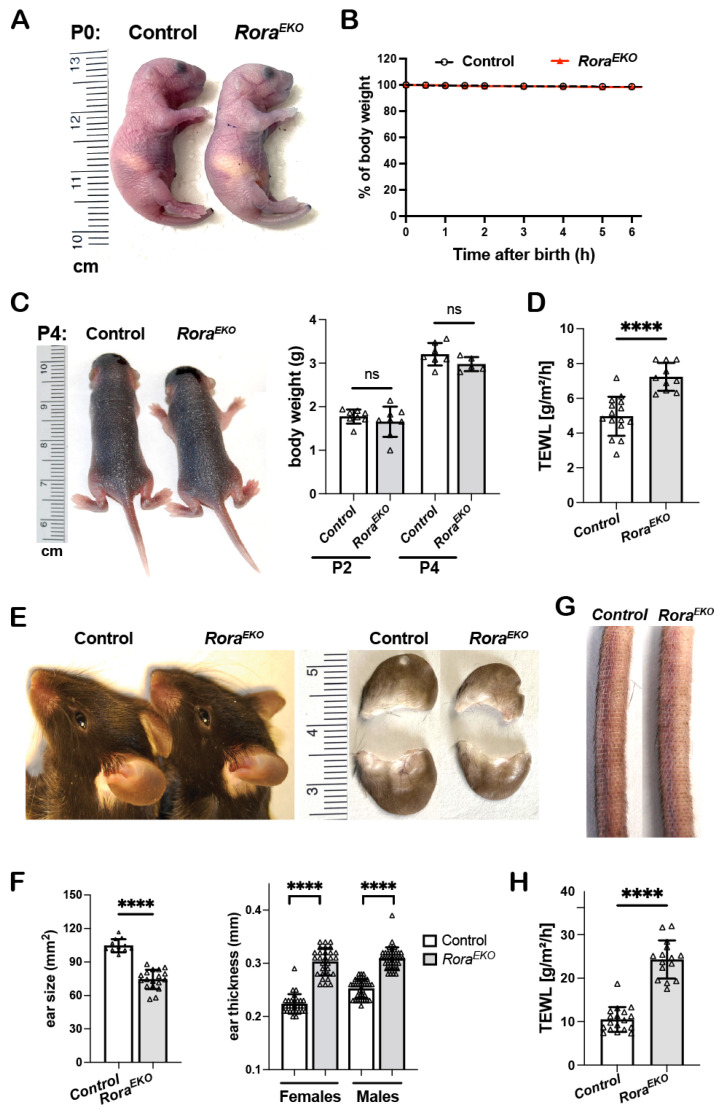
Disturbed barrier function and aberrant skin phenotypes in *Rora^EKO^* mice. (**A**) Gross appearance of P0 mice following a toluidine blue dye penetration assay. (**B**) The body weight of P0 mice was measured at room temperature over a 6 h period and presented as the percentages of initial weight, *n* = 7/genotype. (**C**) Gross appearance (left) and body weight (right) of P2 and P4 mice, *n* = 5–8/genotype. (**D**) TEWL rates across the back skin of P4 mice (*n* = 10–15/genotype). (**E**) Ear photos of 10-week-old mice. (**F**) Quantitation of ear size (*n* = 12–18/genotype) and ear thickness (*n* = 36–44/group). (**G**) Representative tail photo of 10-week-old mice. (**H**) TEWL across the shaved back skin of 8–10-week mice (*n* = 15–18/genotype)**.** All quantitative data are presented as mean ± SD; ns, not significant, or **** *p* < 0.0001 was determined by unpaired *t*-test. Each triangle represents one sample.

**Figure 2:**
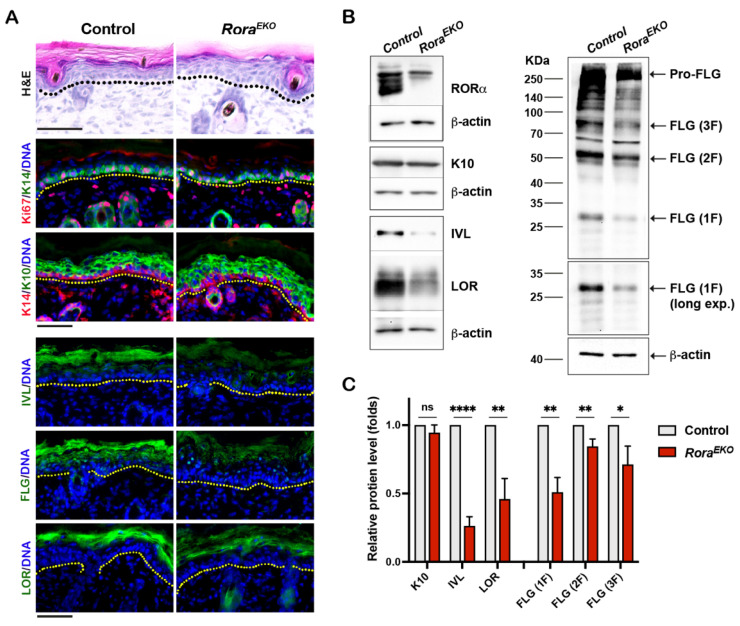
Epidermal *Rora* gene deletion downregulates markers of late keratinocyte differentiation. (**A**) Representative images of Hematoxylin and Eosin (H&E) staining (top) and immunostaining of indicated proteins on the frozen skin sections of P4 mice. Immunofluorescence images include keratin 6 (K6) + CD11c; keratin 10 (K10) + CD4; and Loricrin + F4/80. DNA was counterstained with Hoechst (blue). Dotted lines mark the epidermis/dermis junctions. Scale bars = 50 μm. (**B**) Representative Western blot gel images of indicated differentiation markers. (**C**) The levels of indicated proteins were quantified by densitometry scanning using ImageJ 1.53k and normalized to b-tubulin. Values are presented as mean folds of control ± SD, n = 3; ns, not significant, * *p* < 0.05, ** *p* < 0.01, or **** *p* < 0.0001 was determined by unpaired *t*-test.

**Figure 3:**
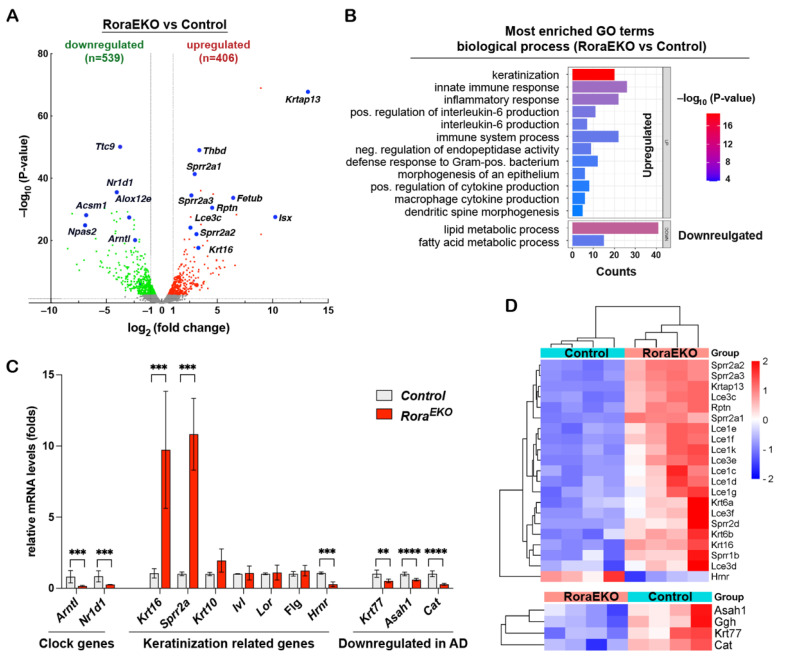
*Rora^EKO^* epidermis displays disturbed gene expression profiles. (**A**) Volcano plot of RNA-seq data indicating differentially expressed genes (DEGs) in *Rora^EKO^* versus control epidermis at P4 (n = 4/genotype). Red and green dots denote respective upregulated and downregulated expressions at fold-change ≥ 1.5 and adjusted *p* < 0.05. (**B**) Most enriched Gene Ontology (GO) terms among DEGs (*Rora^EKO^*/control; fold-change ≥ 1.5 and adjusted *p* < 0.05) from RNA-seq data, as revealed by DAVID 6.8 software (Benjamini *p* values < 0.05). (**C**) qRT-PCR validation of indicated DEGs. The mRNA level of each gene was normalized to *18S* and presented as mean-fold of control ± SD, n = 4–6/genotype; ** *p* < 0.01, *** *p* < 0.001, or **** *p* < 0.0001 was determined by unpaired *t*-test. (**D**) Heatmaps with hierarchical clustering showing differential expression of “keratinization” (top) and AD related genes (bottom) from RNA-seq data.

**Figure 4:**
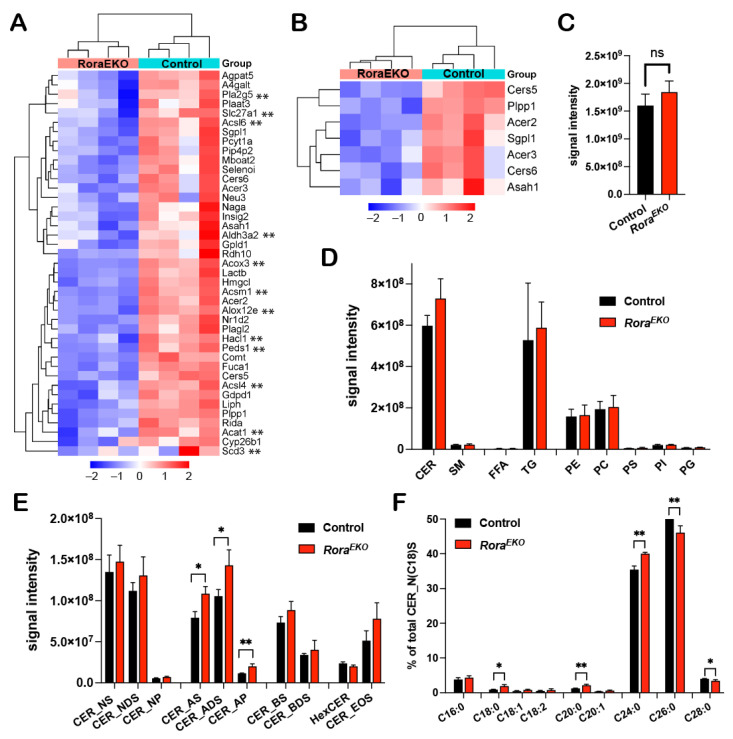
Disturbed lipid composition in the *Rora^EKO^* epidermis. (**A**,**B**) Heatmaps with hierarchical clustering showing differential expression of “lipid metabolic process” (**A**) and “ceramide metabolism” related genes (**B**) from RNA-seq data. (**C**–**F**) LC-MS/MS analysis of lipids in P4 mouse epidermis. Data show signal intensity of total lipids (**C**), major lipid classes (**D**), and CER subclasses (**E**). (**F**) Percentage of CERs (with variable FA carbons) within the CER_NS subclass containing C18 sphingosine. Data were presented as mean values ± SD, n = 3/genotype; ns, not significant, * *p* < 0.05, or ** *p* < 0.01 was determined by unpaired *t*-test.

**Figure 5:**
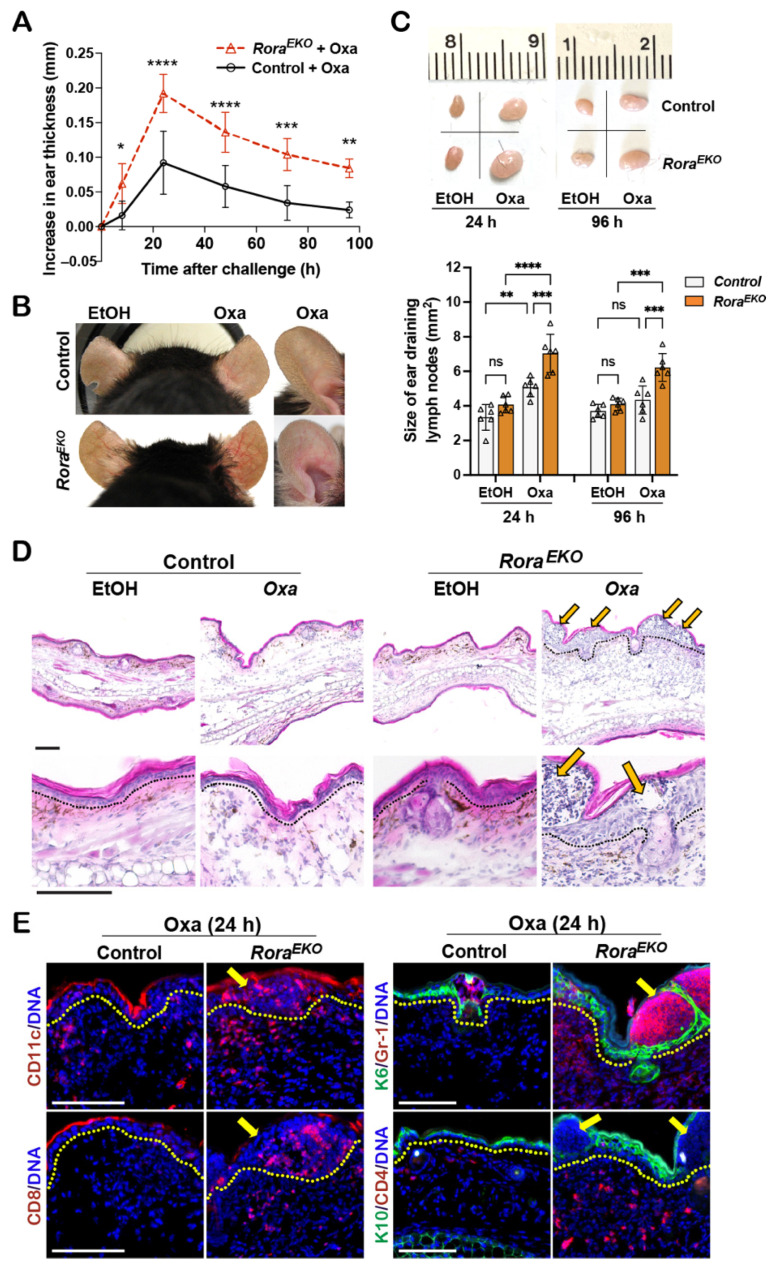
*Rora^EKO^* mice mount robust inflammation in oxazolone-induced CHS model. (**A**) Mouse-ear thickness was measured daily after Oxa-elicitation and plotted as the increase in ear thickness; n = 5/genotype. (**B**) Representative ear photos at 24 h after elicitation. (**C**) Top: Representative photos of ear-draining lymph nodes (dLNs). Bottom: The sizes of ear dLNs measured by ImageJ 1.53k and presented as average size ± SD n = 5/group; each triangle represents one sample; ns, not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, or **** *p* < 0.0001 was determined by two-way ANNOVA for (**A**) or one-way ANNOVA for (**C**). (**D**) H&E images of ear sections collected at 24 h elicitation. Arrows indicate spongiotic sites. (**E**) Representative immunofluorescence images of indicated proteins in ears with 24 h Oxa-elicitation, including CD11c (red), CD8 (red), keratin 6 (K6, green) + Gr-1 (red), and keratin 10 (K10, green) + CD4 (red). DNA was counterstained with Hoechst (blue). Dotted lines in (**D**,**E**) mark the epidermis/dermis junctions; scale bar = 100 μm.

## Data Availability

Datasets related to this article are deposited in the Gene Expression Omnibus database under accession code (GSE275323). The data from the lipidomic analysis will be provided upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms251910698/s1.

How the deposited data were processed for this re-analysis (not part of the article)

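RNA-seq was done on dorsal epidermis of postnatal day 4 mice, with 4 libraries labelled *Rora EKO* and 4 labelled control. The authors trimmed the read pairs with Skewer, mapped them to GRCm39 with STAR and estimated counts per gene with RSEM, and they deposited the expected counts of 55416 Ensembl genes in 8 columns, without scaling for library size or gene length. The release of the gene annotation they used is not named in the paper's text. Column names were the sample titles, and each library's genotype came from its label. Gene symbols and coordinates were taken from release 39 of the mouse GENCODE annotation, in which 54749 of the identifiers were found. Older symbols were matched through the synonyms of the RefSeq annotation of GRCm38.p6, from which no coordinates were used. Of the 945 genes of Supplementary Table S1, 930 were matched and 15 were not.

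The expected counts were rounded to whole numbers. Library totals ran from 17286903 to 26705533 counts, and a floor of 3 counts corresponded to between 0.113 and 0.196 CPM. A fold change against a genotype in which every library was at or under this floor is given as a lower bound, and such floors cover counting error only. Genes were filtered with filterByExpr, which left 13147 genes, scaled with TMM factors, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without covariates. The cutoffs were a Benjamini-Hochberg adjusted p of 0.05 and a fold change of 1.5. The design named the default settings of edgeR 4, and in the installed version these are the legacy form of the test. The non-legacy form was therefore added as an alternative after seeing the data. A standard error beside a log2 fold change is that of the difference of mean log2 CPM (prior count 2) between the 4 libraries of each genotype. Gene families were tested with camera at a preset correlation of 0.01 and with fry in limma 3.58.1. Under the alternatives that changed the test, camera was run on the signed statistics of that test. A set of 4 against 4 libraries allows an exact two-sided permutation p of 0.0286 at the smallest, and 2.86% of genes have groups that do not overlap by chance.

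The rule for naming genes, the marker lists, the comparisons and the alternatives were set before the data were examined. Exceptions are named here as added later. Exploratory fits were also run and seen before the scripts were written, and they are not reported. They used libraries with Y-linked expression only, sex as a yes-or-no covariate, sex with the sample title's first letter, or letter C libraries only. Those on Y-linked expression or sex called fewer genes in each direction than the fit with *Xist* as a covariate. The fit on libraries with Y-linked expression was added as an alternative and then removed. The rule took *Rora* first, the genes the paper names from its RNA-seq, the 5 genes with the smallest adjusted p in each direction among those past the cutoffs with genotypes that did not overlap, *Xist* and 4 Y-linked genes, and the markers of dermal fibroblasts, T cells, Langerhans cells, neutrophils, melanocytes, erythroid cells, skeletal muscle, adipocytes, endothelial cells, hair shaft, sebocytes and basal, spinous and granular keratinocytes. Not every gene that the rule gives is reported here. The alternatives were RLE size factors, library size alone, DESeq2 1.42.0, the likelihood ratio and exact tests of edgeR, the legacy and the robust form of the quasi-likelihood test, all genes with at least 1 count, genes with at least 10 counts in every sample, the first letter of the sample title as a block, the log2 CPM of *Xist* as a covariate, other cutoffs, and each library left out in turn. The exact test on all genes with at least 1 count was also added after seeing the data.

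The scripts were tested on simulated data in which 200 genes were changed by a log2 fold change of 2 or -2, of which 189 passed the filter among 12973 genes tested. The quasi-likelihood test called 83.6% of the changed genes, and 3.66% of its calls were unchanged genes. For the likelihood ratio test, the exact test and DESeq2 these shares were 94.2%, 93.7% and 90.5% of the changed genes, and 15.6%, 14.5% and 17% of the calls. The GO enrichment was not repeated because no GO annotation was used here. Protein, lipid, RT-PCR and barrier measurements were not analysed here. Plots were drawn with matplotlib 3.10.9.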

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

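All tests of explanations in this part except those on blood and on strain DNA were chosen after the results were seen. Among the named genes, 172 groups of 4 libraries were examined for a library far from the other 3, and 10 were found, where 8.6 are expected by chance. Of these 10, 5 concern *Rora EKO* replicate B4. It was high for *Krt10* at 46200 CPM, where the other 3 libraries labelled *Rora EKO* lay between 34200 and 35500 CPM, for *Sprr1b* at 633 CPM against 128 to 151 CPM, and for *Sprr2d* at 86.8 CPM against 6.54 to 8.38 CPM. It was low for *Cat* at 42.5 CPM against 105 to 121 CPM and for *Alox12e* at 5.38 CPM against 10.1 to 11.1 CPM. In these 5 genes replicate B4 lay on the side away from the control libraries. A low library total is argued against by the 22545443 counts of replicate B4, a total above that of 2 of the other 3 libraries labelled *Rora EKO*. Whether replicate B4 differs in the strength of the response, in its litter or in dissection was not tested. Chance also stays open, since it gives about as many such libraries overall.

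The other 5 are spread over the libraries. Control replicate C1 was low for *Per1* at 23.8 CPM, where the other controls lay between 50 and 53 CPM, and for *Ivl* at 784 CPM against 1220 to 1250 CPM. Control replicate A1 was high for *Lce1k* at 21.4 CPM against 16.3 to 16.6 CPM and for *Elovl3* at 97.9 CPM against 11.1 to 15.8 CPM. *Rora EKO* replicate A3 was low for *Cers6* at 8.22 CPM against 10 to 10.3 CPM. No explanation was tested for these.

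A set of 5 genes was at 3 counts or fewer in every control library and at 20 counts or more in every library labelled *Rora EKO*. These are *Krtap13*, *Krtap13-21*, *Krtap13-23*, *Isx* and *Spink12*, and they were at least 404-fold, 60.9-fold, 65-fold, 52.2-fold and 18.4-fold higher. The paper labels *Krtap13* and *Isx* in Figure 3A and does not discuss the group. The reverse held for 12 genes, among them *Npas2* and *Acsm1*. Of the 35 splits of the 8 libraries into 4 and 4, only the real one gave as many as these 17 genes, which is 1 of 35, and the other 34 splits gave at most 1. DNA of another strain carried along with the floxed *Rora* locus was looked for among the genes within 10 Mb of *Rora*. Of these, 5.51% (7 of 127) passed the cutoffs, the same share as elsewhere in the genome, 5.51% (Fisher's exact test, two-sided, p = 1). All 17 genes lie outside that window, so this share cannot decide where their pattern comes from. Strain DNA elsewhere in the genome was not tested. The pattern follows the labels of the libraries, and that it is an effect of the deletion stays a hypothesis. *Krtap13-20*, in the same stretch of chromosome 16 as the 3 *Krtap13* genes, rose from 0.12 ± 0.102 to 65.4 ± 31.6 CPM (SD, n = 4 each), while the nearby *Krtap13-1* and *Krtap13-24* had log2 fold changes of 0.38 and 0.08. These genes are closely related in sequence, and the counting could have split their reads. The *Krtap13* genes outside the naming rule were chosen after their values were seen.

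The paper's text does not discuss erythroid genes, although 4 of the 8 genes of the erythroid list are in its Supplementary Table S1. The list was higher in the libraries labelled *Rora EKO*, with a median log2 fold change of 1.89 over 7 tested genes. All 7 were higher, 0 passed the cutoffs and 5 had an unadjusted p below 0.05. *Hbb-bs* was at 54.5 ± 54.4 CPM in control and 210 ± 156 CPM in the libraries labelled *Rora EKO* (SD, n = 4 each), and control replicate C6, at 135 CPM, was above *Rora EKO* replicate B4, at 46.5 CPM. More blood in these samples may account for it, since *Alas2*, an erythroid gene outside the haemoglobin loci, had a log2 fold change of 1.67 with them (standard error 0.957), although the genotypes overlapped for it too. Of the 8 genes, 5 were above 3 counts in every control library and 0 are in another marker list. Whether more blood would come from the skin or from dissection was not tested.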

How the results depend on the processing

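The non-legacy quasi-likelihood test and the exact test on all genes with at least 1 count were alternatives chosen after seeing the data, and the tests of the families over splits of the libraries and of the overlap of the genotypes were chosen after the results were seen. The number of higher genes was 302 and that of lower genes 423. It was within 1.5 times these values under RLE size factors (323 and 389), library size alone (245 and 482), the likelihood ratio test (433 and 576), the exact test (426 and 564), the robust form (295 and 426), all genes with at least 1 count (389 and 405), genes with at least 10 counts in every sample (239 and 334) and the non-legacy test (312 and 444). The legacy form is the one used throughout, so that it moved nothing. The number of higher genes was 478 under DESeq2 and 492 in the exact test on all genes with at least 1 count. With an adjusted p below 0.01 and a fold change above 2 the numbers were 116 and 185, because the cutoffs are stricter. In the simulated data the 3 other tests also called more unchanged genes, 14.5% to 17% of their calls against 3.66%. The simulation changed 200 genes, each by a log2 fold change of 2 or -2, so these shares may not hold for the deposited data. Of the 725 genes, 725 were also called by the likelihood ratio test and 650 with library size alone.

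With *Xist* as a covariate, 182 genes were higher and 290 lower, and 434 of the genes of Supplementary Table S1 were called in the same direction, against 686. Of the 725 genes, 424 were also called there. All 4 libraries labelled *Rora EKO* and control replicates A1 and B1 expressed Y-linked genes, and control replicates C1 and C6 expressed *Xist*, so that sex and genotype are partly tied. A difference in sex as the whole source of the calls is argued against by these 424 genes. For the other 301 genes, the covariate also takes up part of the genotype difference. If sex alone set them apart, control replicates A1 and B1 would tend to lie among the libraries labelled *Rora EKO*. Yet in 288 of the 301 genes the genotypes did not overlap. The 2.86% given by chance does not apply here, since sex alone would already set control replicates C1 and C6 apart. Lack of overlap does not exclude sex gene by gene, since 2 of the 4 Y-linked genes, *Ddx3y* and *Kdm5d*, did not overlap either. Being called does not force a lack of overlap. Among the 725 genes with the smallest p, 717 did not overlap in the real split and 57 to 628 in the other 34 splits. Over all 13147 tested genes it was 1701, against at most 1427, in the split that sets letters A and B against C. Sex as the whole source is thus argued against for the 288 genes as a set, but not for each gene taken alone. It stays open for the other 13, and as a part of the size of the differences in all of them. Among the named genes 15 were called without the covariate and not with it, among them *Hrnr*, *Krt6a*, *Krt77*, *Ggh*, *Acer3*, *Cers6* and *Sgpl1*. *Lce1c*, *Lce1d*, *Lce1g* and *Lce3f* were also among these 15.

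Across the 8 fits that each left out 1 library, the number of higher genes ran from 174 without control replicate B1 to 383 without control replicate A1, and that of lower genes from 283 to 513. The number of genes of Supplementary Table S1 called in the same direction ran from 436 to 716. Without *Rora EKO* replicate C3 it was 456, with 188 higher genes. Fewer samples enter these fits. The median of the *Lce* family ran from 1.17 to 1.66, that of the *Sprr* family from 1.88 to 3.02 and that of the core clock list from -0.712 to -0.454, and all 3 kept their direction and their side of the threshold under all 21 alternatives, with -0.386 for the clock list with *Xist* as a covariate. The median of the *Elovl* family ran from -0.125 to 0.0857 and was not past the threshold under any of them.

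Some named genes changed sign, most of them with log2 fold changes near 0. With library size alone, the log2 fold changes of *Per1*, *Flg* and *Elovl7* were -0.0153, -0.0255 and -0.0367. With *Xist* as a covariate, those of *Rora*, *Per1*, *Acer1* and *Elovl7* were 0.18, -0.184, 0.0285 and -0.0367. Across the fits that each left out 1 library, *Rora* ran from -0.227 without control replicate A1 to 0.155 without C6, *Per1* from -0.155 without control replicate C1 to 0.195 without *Rora EKO* replicate C2, *Cry2* from -0.0507 without control replicate A1 to 0.173 without C6, *Flg* from -0.103 without *Rora EKO* replicate B4 to 0.232 without A3, *Elovl6* from -0.17 without B4 to 0.067 without A3 and *Elovl7* from -0.0798 without B4 to 0.104 without A3. *Elovl3*, with a log2 fold change of -1.01 and a standard error of 1.06, ran from -1.30 without control replicate B1 to 0.323 without control replicate A1, the library with 97.9 CPM of it. For the others the cause was not tested. These genes did not pass the cutoffs under any of the alternatives in which they had a value. Among the other named genes, DESeq2 called 10 more and the likelihood ratio and exact tests 9 more each.

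The letter that opens each sample title was fitted as a replicate block. The correlation of deviations from the genotype means was 0.483 for A1 and A3, 0.0498 for B1 and B4, and 0.131 to 0.436 for the 4 pairs with letter C. The second principal component of log2 CPM, with 29% of the variance, ordered the libraries by letter, from 61.5 and 25.4 for A1 and A3 over 16.2 and 5.08 for B4 and B1 to between -12.7 and -39 for letter C. The paper's text does not say what the letter stands for, and with the low value for B1 and B4 the libraries were not treated as paired. With the block, 420 genes were higher and 579 lower, and 715 of the 725 genes were among them. Each letter holds as many control libraries as libraries labelled *Rora EKO*, so that this fit could not have shown the letter to be the source of the calls. The log2 fold change of *Flg* was -0.0223 with the block, and *Asah2* was called with it alone among the 21 alternatives, over which its adjusted p ran from 0.0344 to 0.777.

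Of the 35 splits of the 8 libraries into 4 and 4, only the real one, 1 of 35, called as many as 725 genes, and the other 34 called at most 1. In these splits the genotype difference adds to the spread within groups. Library totals of the groups overlapped, with a median of 20710899.5 counts in the libraries labelled *Rora EKO* and 23223136.5 in control, which argues against depth. The camera p of the *Lce* family, the *Sprr* family and the core clock list was as small in 1 of the 35 splits each, the real one, and that of the *Elovl* family in 34. Small camera p-values also arose in splits with 2 libraries of each genotype per group. The lowest among these were 6.33e-07 for *Lce*, 0.00181 for *Sprr*, 0.000152 for *Elovl* and 0.0127 for the clock list. Depth limits genes near the floor of 3 counts, such as *Tslp*, *Serpinb3d* and *Npas2*, for which only bounds on the fold change can be given.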

Differences from the paper's values

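For the numbers of genes and the log2 fold changes of named genes compared with the paper's values, 0 differed by more than the criteria set for a difference. The paper's 406 upregulated and 539 downregulated genes compare with 302 and 423 here. For genes downregulated, section 2.4 of the paper gives 409. Among the alternatives set before the data were examined, the likelihood ratio test gave 433 and 576 genes and the exact test 426 and 564. The log2 fold changes differed from those of Supplementary Table S1 by a median of 0.000344 over the 930 matched genes, and the likelihood ratio test called 887, the exact test 884 and DESeq2 888 of the genes of Supplementary Table S1 in the same direction, against 686.

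The paper lists *Asah1* among the reduced genes from RNA-seq and reports the reduction by RT-PCR too, which was not analysed here. In the RNA-seq the log2 fold change of *Asah1* was -0.93, with an adjusted p of 0.0564 in the edgeR quasi-likelihood test. It passed the cutoffs with library size alone (adjusted p = 0.045), DESeq2 (0.0132), the likelihood ratio test (0.00922), the exact test (0.00953), all genes with at least 1 count (0.0446), the title letter as a replicate block (0.0161) and without control replicate A1 (0.038), and in the exact test on all genes with at least 1 count (0.0247), which was chosen after seeing the values. The range over the 21 alternatives was 0.00922 to 0.231.

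The paper names *Sprr2h* among the upregulated keratinization genes. Its log2 fold change was 0.53 and it passed the cutoffs under 0 of the 21 alternatives, with adjusted p from 0.265 to 0.826. *Lce3d*, which the paper shows as upregulated in Figure 3D, had a log2 fold change of 1.63 and an adjusted p of 0.0998 in the edgeR quasi-likelihood test. It passed the cutoffs with DESeq2, the likelihood ratio test and the exact test, and in the exact test on all genes with at least 1 count, chosen after seeing the values, and its adjusted p ran from 0.0115 to 0.286 over the 21 alternatives. *Scd3*, listed by the paper under lipid metabolic process, had a log2 fold change of -1.93. It passed the cutoffs under 0 of the 21 alternatives, with adjusted p from 0.0574 to 0.458. Its log2 fold change was -0.81 without control replicate A1. That library was at 31.2 CPM of *Scd3*, and the other controls lay between 1.99 and 9.2 CPM. Supplementary Table S1 also lists *Lce1m*, *Clock* and *Nfil3* as lower. *Lce1m* passed the cutoffs with library size alone, DESeq2, the likelihood ratio and exact tests, the title letter as a replicate block and without *Rora EKO* replicate C2. *Clock* did with DESeq2, the likelihood ratio and exact tests, all genes with at least 1 count, the block and without control replicate A1. Both also did in the exact test on all genes with at least 1 count, chosen after seeing the values. *Nfil3* did with DESeq2 and the likelihood ratio and exact tests.

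Of the inflammatory genes in Supplementary Table S3, *Il1a*, *Il1b* and *S100a9* passed the cutoffs with DESeq2, the likelihood ratio test, the exact test and all genes with at least 1 count, without control replicate A1, without *Rora EKO* replicate A3, and in the exact test on all genes with at least 1 count, chosen after seeing the values. *Il1a* did so with RLE size factors as well. *Il36a*, with a log2 fold change of 1.12, passed the cutoffs with DESeq2 and without *Rora EKO* replicate A3.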

Other observations

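The tests on *Rora* and on neighbouring genes in this part were chosen after the results were seen. The *Rora* counts did not separate the genotypes, and an exchange of libraries between the groups was weighed as a candidate explanation. In the splits that exchange 1 library of each group, 16 of the 35, at most 1 gene was called, against 725 in the split by labels, which argues against it. An exchange of all labels would leave the number of calls as it is and turn every direction around. *Bmal1* and *Npas2*, which the paper describes as direct targets of RORα, would then be higher where *Rora* was deleted, while by the labels *Bmal1* had a log2 fold change of -2.41 and *Npas2* was at least 23.9-fold lower. How these genes respond to RORα was not tested here. A deletion that leaves most of the transcript in place was not tested, because the counts do not resolve exons.

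Genes past the cutoffs lay next to a gene past them in the same direction in 63 pairs of neighbouring tested genes outside the EDC, against a mean of 19.1 and a maximum of 34 in 1000 shuffles of the calls. Transcripts counted on both of 2 overlapping or adjacent genes do not account for all of it, since 25 pairs more than 10 kb apart remained, against a maximum of 23 in the shuffles, but 8 of the 35 splits gave as many such distant pairs among as many genes as the real split. However, when the 725 genes with the smallest p were taken in each of the 35 splits of the libraries, 6 of the 35 gave as many pairs as the 73 of the split by genotype, and 1 split gave 103. Neighbouring genes that vary together whatever the genotype may therefore account for the pairs, and the pattern is a negative result for a genotype effect on gene neighbourhoods.

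*Lce1m* fell while 18 other *Lce* genes rose, and the direction held under RLE size factors, library size alone and every other alternative tried. It passed the cutoffs under 7 of the 21 alternatives. Reads shared with the rising paralogs would move it the other way. No explanation was tested.

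The first principal component of log2 CPM held 36.6% of the variance and separated the genotypes, with scores of -43.1 to -23 in control and 31.1 to 45.5 in the libraries labelled *Rora EKO*.

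The marker lists gave 0 genes past the cutoffs in each list. The T cell list had a median log2 fold change of 0.52, with 7 of 7 genes higher and *Cd3g* most abundant at 9.93 ± 3.8 CPM in control (SD, n = 4). No T cell gene had an unadjusted p below 0.05, and the list's median log2 CPM overlapped between the genotypes, with the lowest of the 8 libraries, 0.761, in *Rora EKO* replicate B4 and the highest, 3.27, in *Rora EKO* replicate C3. A difference in the share of T cells in either direction stays open. No list for smooth muscle was set. The medians were 0.36 for dermal fibroblasts (4 genes tested, *Sparc* at 7.35 CPM in control), -0.47 for Langerhans cells (7 genes, *Epcam* at 157 CPM), -0.80 for melanocytes (7 genes, *Mitf* at 49.8 CPM) and 0.14 for skeletal muscle (3 genes, *Mylpf* at 5.35 CPM). The neutrophil list had 2 tested genes and a median of 1.63, with *S100a8* at 8.47 CPM, and *S100a9* of this list is also in the paper's Supplementary Table S3. For adipocytes and endothelial cells 1 gene each was tested, *Fabp4* (134 CPM in control) at -0.06 and *Egfl7* (0.366 CPM) at 0.74. The lists of the epidermis and its appendages had medians of 0.07 for hair shaft (14 genes, *Tchh* at 8260 CPM), -0.13 for sebocytes (8 genes, *Acsbg1* at 362 CPM), and -0.26, 0.19 and -0.02 for basal, spinous and granular keratinocytes (7, 6 and 10 genes, with *Krt5* at 172, *Krt1* at 30000 and *Asprv1* at 4540 CPM). An unadjusted p below 0.05 was found for 3 melanocyte genes, 2 granular genes, 1 gene each of the neutrophil, sebocyte, basal and spinous lists, and 0 genes of the others apart from the erythroid list. No gene is in more than 1 of the lists. Of the lists of cells outside the keratinocyte lineage, genes above 3 counts in every control library numbered 3 of 9 for fibroblasts, 7 of 10 for T cells, 7 of 7 for Langerhans cells, 3 of 10 for neutrophils, 7 of 7 for melanocytes, 2 of 10 for skeletal muscle, 1 of 8 for adipocytes and 1 of 7 for endothelial cells, and all genes of the hair shaft, sebocyte and keratinocyte lists were. Supplementary Table S1 holds 1 gene each of the neutrophil, melanocyte and sebocyte lists.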
